A study of Mus musculus with 6 samples. Its data were reported in "Allosteric inhibition of SHP2 uncovers aberrant TLR7 trafficking in aggravating psoriasis" (2021).

How the data were processed

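The data are single-cell RNA sequencing libraries of mouse dorsal skin, 6 libraries in 3 groups of 2: Sham, IMQ and IMQ+SHP099. Each library was made from the pooled skin of several mice. The library is therefore the replicate in every test below (n = 2 per group), and mice within a library cannot be told apart.

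The deposited files hold raw UMI counts per gene and cell barcode, which the authors made with CellRanger 3.1.0 against the mouse genome GRCm38. A UMI is a tag that marks a single captured molecule, and the counts carry no normalization. The lowest total of a deposited barcode was 500 to 508 UMIs across the libraries, so barcodes called empty are not held. The files list 31053 genes. Of these, 30934 were found by identifier in the GENCODE vM21 annotation, which supplied the coordinates.

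Barcodes with under 100000 UMIs, under 6500 genes and under 10% mitochondrial UMIs were kept. These limits follow the study's methods, and no lower limit was added and no doublets were removed at this step. UMIs were scaled to 10000 per cell and log-transformed (Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9). Clusters were built from 3000 variable genes, 30 principal components, 20 neighbours and Leiden resolution 0.8, with no integration across libraries. The study's integration and cell labels were not used here, and the cell classes are rebuilt. A cluster took the name of a class when at least 3 of its marker genes were raised, and when no other class had more markers among its 10 top genes. The marker lists were fixed in advance, and 140 of their 141 genes were found. Clusters with none of their markers among the top genes and a marker score under 2.5, and clusters with a mean Scrublet doublet score over 0.3, stayed unnamed. Those 2 limits were set after the clusters were seen. The unnamed cells made up 1.07% to 4.71% of a library. Myeloid cells were clustered again in the same way. Of these 4296 cells, 588 (13.7%) lay in mixed sub-clusters, where markers of another major class led or the mean Scrublet score was over 0.3. They were taken out of the class and counted as unnamed, a rule set after the clusters were seen. Of them 345 carried keratinocyte and Langerhans markers, 257 of these in Sham replicate 1, where 265 of 548 cells were taken out. Of the 3708 cells left, 6.97% to 29.7% of a library stayed unnamed, besides 1.49% to 4.59% that were proliferating and had no subset name. The suffix -like marks a myeloid subset named from markers alone.

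For the tests of genes, UMIs were summed per library and class. The 7 sums were all cells, myeloid cells, macrophage-like cells, keratinocytes, fibroblasts, endothelial cells and lymphocytes. Schwann cells were not tested for genes. edgeR 4.0.16 (R 4.3.3) fitted all 6 libraries together by the quasi-likelihood method, with TMM normalization, filterByExpr and the group as the only term. The threshold was a Benjamini-Hochberg adjusted p under 0.05. The standard error (SE) of a log2 fold change is its size over the square root of the F statistic. Levels of genes are given in CPM, the unit of counts over library size in edgeR, with library sizes scaled by TMM. The contrasts were IMQ against Sham and IMQ+SHP099 against IMQ. The study compared single cells with a rank-sum test. Cells of 1 library are not replicates, so the counts of genes here are not on the scale of that test. Gene lists were tested with camera at a preset correlation of 0.01 and with fry (limma 3.58.1), each adjusted over 14 tests of the inflammation and NF-kB lists. The lists were the study's inflammation list (45 of 47 genes found, while Il4r and Il26 are not in the files under these symbols), a list of 39 NF-kB genes written by hand, all found, and the study's 10 hub genes, all found, which lie outside the 14 tests.

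Shares of cells were computed per library with exact Clopper-Pearson 95% intervals, which cover counting error only, and compared between groups with an exact two-sided permutation test. With 2 libraries against 2, the smallest p this test can give is 0.333, so no share can pass 0.05. A count of 0 was compared with a floor of 3 counts.

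Genes named in the text were chosen by a rule: adjusted p under 0.05, a mean of at least 20 CPM, and no overlap between the libraries of the groups, ranked by the size of the log2 fold change. The rule took the top 5 in each direction in myeloid cells and the top 1 in each direction in every other sum, and passed over marker genes. The 10 hub genes, Ptpn11, Tlr7, Il17a, Il17f, Il22, Il23a and genes of the inflammation list past the threshold in myeloid cells were named in addition. The contrasts, tests, gene lists, marker lists, naming rule and all alternatives but those named at the end were chosen before the data were examined.

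The replicate number was checked as a possible pairing. For each pair of groups, the difference between replicates 2 and 1 was correlated across genes. The lowest of the 3 correlations was 0.361 in all cells, 0.228 in myeloid cells and 0.279 in lymphocytes. It was at most 0.0609 in the other sums. A fit with the replicate number as a block is therefore given beside the results of all cells, myeloid cells and lymphocytes where it changes them. Whether same-numbered libraries shared a day or a batch is not stated in the labels.

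The procedure was tested on simulated counts with 200 changed genes, each with a log2 fold change of at least 2 in size. edgeR recovered 0% of them in all cells, 40% and 46.5% in myeloid cells for the 2 contrasts, and 56.5% to 81.5% in the other sums. The false share among its calls was at most 12.8%. For DESeq2 1.42.0 the false share was 45.1% and 49.5% in all cells and up to 23.9% elsewhere. A raised list gave a camera p of 9.93e-20 and an unchanged list 0.887.

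The alternatives were a limit of 5% mitochondrial UMIs, at least 500 genes per cell, removal of cells with a Scrublet score over 0.3, clusters at resolution 1.6, the class of each cell from its own marker score, DESeq2, DESeq2 size factors in edgeR, no filter on low counts, the replicate block, only the 2 groups compared, and leaving out each library. Groups of 2 leave an arm with 1 library when a library is left out, so those fits give values and no test. The Scrublet threshold of 0.3, shares over the cells that are not keratinocytes, and myeloid shares and gene counts with the mixed sub-clusters kept were added after the data were seen. Figures were drawn with matplotlib 3.10.9. Human skin, bulk and protein data of the study are not analysed here.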

Results

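Single-cell transcriptomes of dorsal skin from female C57BL/6 mice were collected in 3 groups of 2 libraries each. Sham mice were untreated. IMQ mice received 62.5 mg of a 5% imiquimod cream on the back each day for 4 days, a treatment that induces psoriasis-like inflammation. IMQ+SHP099 mice also received SHP099, an allosteric inhibitor of the phosphatase SHP2, at 10 mg/kg each day for 4 days. The comparison of IMQ with Sham asks what the cream changed, and the comparison of IMQ+SHP099 with IMQ asks which of these changes the inhibitor moved.

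The files hold 55201 cell barcodes, of which 50850 passed the filters (92.1%, 95% Clopper-Pearson interval 91.9 to 92.3). The mitochondrial limit alone removed 3444 barcodes. The number kept was 8584 and 8231 in the Sham libraries, 7672 and 10293 in the IMQ libraries, and 8688 and 7382 in the IMQ+SHP099 libraries, in the order of replicates 1 and 2. A limit of 5% mitochondrial UMIs moved the total most, to 46262 cells. The deposited libraries held 107825257 and 106524442 UMIs (Sham), 117050780 and 125455016 (IMQ), and 188283327 and 53913865 (IMQ+SHP099). The median depth of a kept cell was 8272 and 8762 UMIs in Sham, 8772 and 8854 in IMQ, and 18263.5 and 5645 in IMQ+SHP099. The shares of the cell classes were compared to see whether the makeup of IMQ+SHP099 skin lay between that of IMQ and of Sham skin.

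The makeup of the libraries varied widely within the Sham and IMQ+SHP099 groups. Keratinocytes made up 46.0% ± 33.2 of cells in Sham, 12.7% ± 6.45 in IMQ and 35.2% ± 40.7 in IMQ+SHP099 (mean ± SD, n = 2 each). Both IMQ libraries (17.3% and 8.17%) lay below both Sham libraries (69.5% and 22.5%), by 33.3 points on average (pooled SD 23.9 points). Sham replicate 2 lay far closer to the IMQ libraries than Sham replicate 1, so the size of this difference is uncertain. Single libraries ranged from 6.35% (95% interval 5.81 to 6.93) in IMQ+SHP099 replicate 2 to 69.5% (68.5 to 70.5) in Sham replicate 1. Without IMQ+SHP099 replicate 1, the difference of 22.4 points between IMQ+SHP099 and IMQ became -6.38 points. Fibroblasts made up 27.8% ± 20.2, 53.6% ± 10.4 and 43.3% ± 27.3 in the same order of groups. Both IMQ libraries (46.3% and 60.9%) lay above both Sham libraries (13.5% and 42.1%) in this class, by 25.8 points (pooled SD 16.1 points). The exact two-sided permutation p was 0.333 for each of these separations, the smallest the design allows. Lymphocytes made up 5.70% ± 0.361, 6.84% ± 4.65 and 6.40% ± 1.45. Schwann cells made up 2.71% ± 3.34, 1.12% ± 0.0755 and 0.870% ± 0.839.

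Myeloid cells made up 7.71% ± 6.24 of Sham, 9.84% ± 1.25 of IMQ and 4.41% ± 2.97 of IMQ+SHP099 cells. Both IMQ+SHP099 libraries (2.31% and 6.52%) lay below both IMQ libraries (10.7% and 8.96%), a difference of -5.43 points with an exact two-sided permutation p of 0.333, again the smallest possible. Leaving out 1 library gave differences from -7.53 to -3.33 points. IMQ lay 2.13 points above Sham, less than the spread between libraries (pooled SD 4.50 points), and without Sham replicate 1 this became -2.28 points. Mixed sub-clusters were taken out of this class, and they held 48.4% of the cells first called myeloid in Sham replicate 1, 23.3% in IMQ+SHP099 replicate 1 and 4.75% to 10.5% in the other libraries. With these cells kept, IMQ+SHP099 lay -5.83 points from IMQ, again with no overlap, and IMQ lay 1.08 points above Sham. Endothelial cells made up 3.97% ± 3.63, 3.03% ± 0.335 and 2.07% ± 0.678. Both IMQ+SHP099 libraries lay below both IMQ libraries in this class too, by 0.967 points on average, and IMQ lay below Sham by less than the spread. In endothelial cells, 4 keratins reached 23.9% of their level in all cells in Sham replicate 1 and 10.5% in Sham replicate 2, against 1.02% to 1.88% in the 4 treated libraries, so the endothelial class of both Sham libraries may hold mixed cells.

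A share of all cells moves with the number of keratinocytes, so shares of the remaining cells were added after the data were seen. Over that denominator, myeloid cells were 10.8% and 15.7% in Sham, 12.97% and 9.75% in IMQ, and 6.42% and 6.96% in IMQ+SHP099. Both IMQ+SHP099 libraries stayed below both IMQ libraries (-4.67 points), while the difference between IMQ and Sham changed sign to -1.86 points. The endothelial difference between IMQ+SHP099 and IMQ changed from -0.967 to 0.0628 points. That between IMQ and Sham changed from -0.932 to -3.01 points (pooled SD 1.98 points), with both IMQ libraries below both Sham libraries. The fibroblast difference between IMQ+SHP099 and IMQ changed from -10.3 points, with overlapping libraries, to 5.48 points, with both IMQ+SHP099 libraries above both IMQ libraries.

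**Figure D1:**
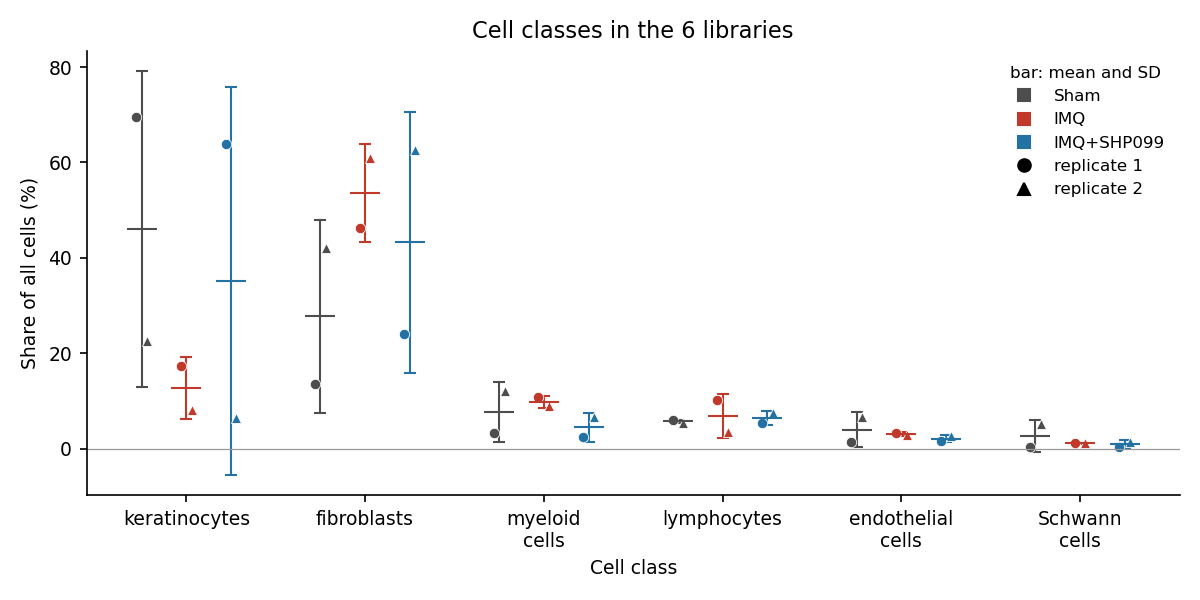
Share of all cells (%) in each of 6 cell classes, by library; points are libraries, horizontal bars the group mean and vertical bars 1 SD (n = 2), which for some classes reaches below 0. Keratinocytes span 6.35% to 69.5% of a library, and replicates of the Sham and IMQ+SHP099 groups lie far apart.

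Within the myeloid cells, macrophage-like cells made up 23.7% ± 15.5 in Sham, 50.1% ± 5.15 in IMQ and 42.9% ± 23.4 in IMQ+SHP099. Neutrophil-like cells made up 1.38% ± 0.541, 24.9% ± 10.2 and 10.9% ± 9.04. Both IMQ libraries (17.6% and 32.1%) lay above both Sham libraries, and both IMQ+SHP099 libraries (4.48% and 17.3%) lay below both IMQ libraries. The exact two-sided permutation p was 0.333 in each contrast, the smallest possible, and chance separates a pair of groups this way in 33.3% of cases. With sub-clusters at resolution 1.6, the neutrophil-like share of IMQ+SHP099 replicate 2 (19.29%) lay above that of IMQ replicate 1 (19.22%), so these groups overlapped (exact permutation p 0.667). They also overlapped with the mixed sub-clusters kept (16.44% and 16.42%). At resolution 1.6 the macrophage-like shares of IMQ and Sham overlapped too. Dendritic-like cells of IMQ+SHP099 and IMQ, which overlap at the resolution used, separated there, with IMQ+SHP099 higher by 1.97 points. The name of this subset is not secure. At the resolution used, its sub-cluster of 416 cells had 7 raised markers of the dendritic and 7 of the macrophage class. Dendritic-like cells made up 24.1% ± 23.6, 1.30% ± 0.463 and 3.19% ± 3.93, and both IMQ libraries lay below both Sham libraries. At resolution 1.6 they made up 32.5% ± 2.48, 6.69% ± 0.349 and 8.66% ± 2.17, again with no overlap between IMQ and Sham. The level in IMQ and the spread in Sham thus depended on the sub-clustering. Langerhans-like cells made up 20.7% ± 26.7, 6.64% ± 1.26 and 28.4% ± 33.1, with overlapping libraries in both contrasts. Mast or basophil-like cells made up 3.87% ± 0.518, 4.73% ± 2.24 and 2.53% ± 0.641. Both IMQ+SHP099 libraries lay below both IMQ libraries in this subset, a difference of -2.20 points (exact permutation p 0.333, the smallest possible). This separation was also present at resolution 1.6 and with the mixed sub-clusters kept. Sham replicate 1 held 283 myeloid cells and IMQ+SHP099 replicate 1 held 201, against 481 to 998 in the other libraries. Unnamed cells made up 22.1% ± 10.8 of Sham, 10.2% ± 2.44 of IMQ and 10.3% ± 4.78 of IMQ+SHP099 myeloid cells, and proliferating cells without a subset name a further 4.20% ± 0.556, 2.22% ± 0.389 and 1.79% ± 0.415.

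**Figure D2:**
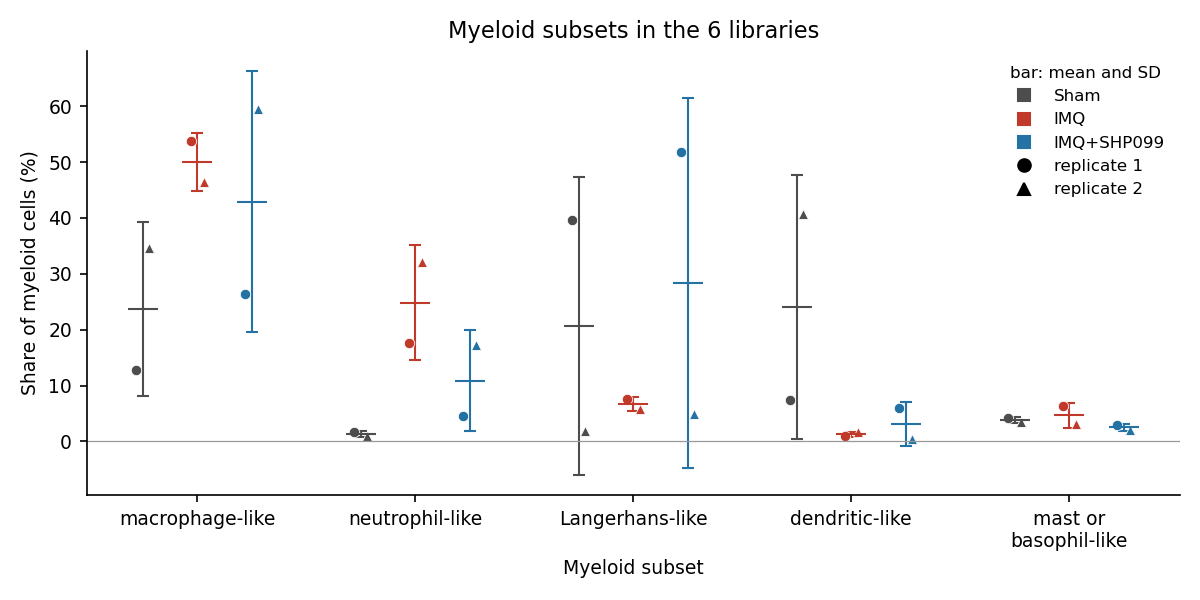
Share of myeloid cells (%) in each of 5 subsets, by library; points are libraries, horizontal bars the group mean and vertical bars 1 SD (n = 2). Neutrophil-like cells are at 1.00% and 1.77% in Sham and at 17.6% and 32.1% in IMQ, while Langerhans-like cells range from 1.80% to 51.7%.

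Gene expression was compared on UMIs summed per library. In the sum of all cells, 0 of 17382 genes passed the threshold for IMQ against Sham, and 1266 had an unadjusted p under 0.05. The alternative that moved this count most was DESeq2, with 574 genes, but about 49.5% of its calls in simulated sums of all cells were false. With the replicate number as a block the count was 287. In myeloid cells 0 of 11010 genes passed (1253 at an unadjusted p under 0.05), and 72 passed with the block. In lymphocytes 0 of 10368 passed (1133 unadjusted), and 184 passed with the block. In endothelial cells 0 of 10617 passed (1360 unadjusted). The edgeR fit recovered 0% of the simulated changes in all cells and 40% in myeloid cells, so a count of 0 there does not exclude changes.

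In macrophage-like cells, 951 of 8662 genes differed between IMQ and Sham, 441 higher and 510 lower. The depth here was lowest in Sham replicate 1, with 36 cells and 118554 UMIs, against up to 3186686 UMIs elsewhere. DESeq2 gave 322 genes. Of the 951 genes, 896 had the same sign in all 4 fits that left out a library of these groups, which is no separate evidence, since the genes were chosen on the same libraries. The subset joins sub-clusters with C1qc and Pf4 among their top genes and others with Chil3, of which a large one also had S100a9. A shift between these sub-clusters was not tested, so the differences are not shown to lie within a cell type. The named gene with the largest rise was S100a9 (ENSMUSG00000056071, GRCm38 chromosome 3, 90692632 to 90695721, protein-coding). It had 13676 UMIs in IMQ, 2409 ± 2031 CPM (SD, n = 2), and 0 UMIs in Sham, which makes it at least 1249-fold higher (adjusted p = 0.000662). S100a9 in macrophage-like cells stood at 10.5% and 76.2% of its level in all cells of the IMQ libraries. The named gene with the largest fall was Mgl2 (ENSMUSG00000040950, chromosome 11, 70130329 to 70137550, protein-coding), with 0.525 ± 0.265 CPM in IMQ and 592 ± 121 CPM in Sham. The 3 UMIs in IMQ against 1051 in Sham give a ratio of sums of 1279 for Sham over IMQ (95% counting interval 436 to 6210; adjusted p = 2.81e-05).

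In keratinocytes, 1909 of 14355 genes differed between IMQ and Sham, 829 higher and 1080 lower. The named gene with the largest rise was Sprr2b (ENSMUSG00000050092, chromosome 3, 92316620 to 92318085, protein-coding), at 141 ± 21.1 CPM in IMQ and 0.0067 ± 0.0095 CPM in Sham (n = 2 each). Its 1 UMI in Sham leaves the ratio of sums of 16966 wide open (95% counting interval 3044 to 670175; adjusted p = 0.000103). The named gene with the largest fall was Krt77 (ENSMUSG00000067594, chromosome 15, 101858731 to 101869705, protein-coding), at 2.22 ± 1.70 CPM against 3683 ± 827 CPM (log2 fold change -10.72, SE 1.02, adjusted p = 0.00101).

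In fibroblasts, 173 of 14683 genes differed between IMQ and Sham, 61 higher and 112 lower. The count depended on the method: a fit of only these groups gave 4 genes, classes from single-cell marker scores gave 27, and DESeq2 gave 773. Under marker scores more genes rose (18) than fell (9). The named gene with the largest rise was Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252, protein-coding), at 1829 ± 1195 CPM in IMQ and 0.330 ± 0.0088 CPM in Sham (log2 fold change 12.40, SE 1.07, adjusted p = 0.0168). Its level in fibroblasts was 207% and 114% of that in all cells of the IMQ libraries. The named gene with the largest fall was Sox18 (ENSMUSG00000046470, chromosome 2, 181669836 to 181671640, protein-coding), at 2.38 ± 1.55 CPM against 150.3 ± 91.1 CPM (log2 fold change -5.95, SE 0.65, adjusted p = 0.0169). Sox18 was among the top genes of a fibroblast cluster, and a shift between the clusters of this class was not tested as a source of its fall. No gene met the naming rule in the other sums or in IMQ+SHP099 against IMQ.

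For IMQ+SHP099 against IMQ, 0 genes passed the threshold in any of the 7 sums. The numbers at an unadjusted p under 0.05 were 52 in all cells, 166 in myeloid cells, 200 in macrophage-like cells, 332 in keratinocytes, 119 in fibroblasts, 261 in endothelial cells and 121 in lymphocytes. Chance alone would give about 869, 550, 433, 718, 734, 531 and 518 in the same order, so each number lies below it. With the replicate block the numbers were 482 in all cells, 292 in myeloid cells and 624 in lymphocytes, the last above that of chance. The same fits recovered 75.5% of simulated changes in keratinocytes, 75.0% in fibroblasts, 78.5% in macrophage-like cells, 46.5% in myeloid cells and 0% in all cells. The simulated changes were all large, of the size given with the procedure, and recovery of smaller ones was not tested. The replicate block gave 0 genes in all 7 sums as well. With no filter on low counts, 13 to 118 genes passed in the 6 sums other than all cells. For IMQ+SHP099 against Sham, 0 genes passed in all cells (1091 unadjusted; 141 with the block) and 0 in myeloid cells (1044 unadjusted). An absent call in this contrast does not show that the groups were equal.

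**Figure D3:**
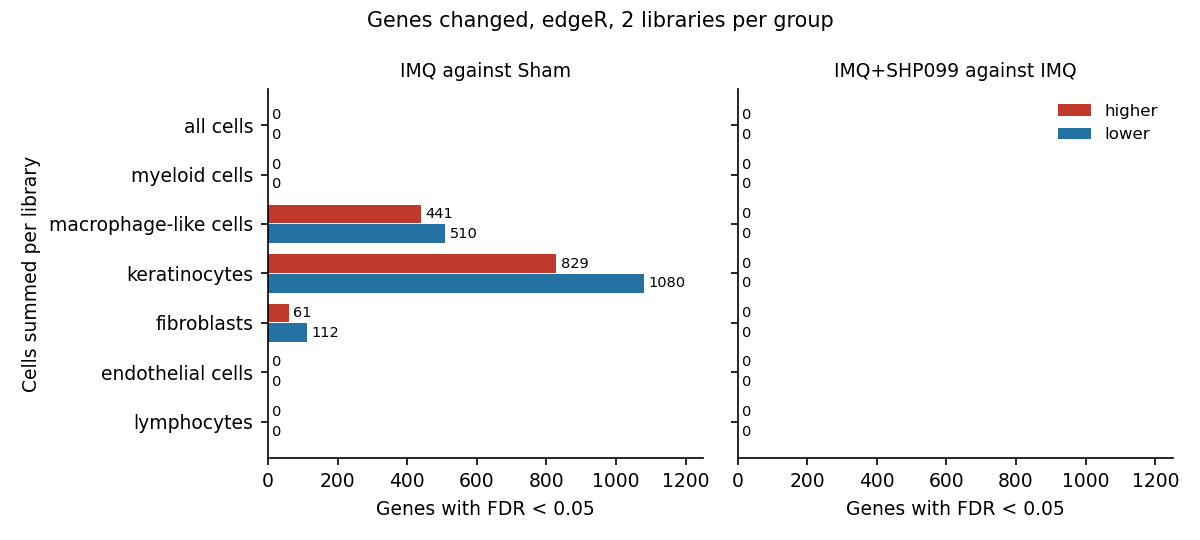
Number of genes with an adjusted p under 0.05 in edgeR, higher and lower, in each of 7 sums of cells (2 libraries per group). In IMQ against Sham, keratinocytes have 829 higher and 1080 lower genes, macrophage-like cells 441 and 510, and fibroblasts 61 and 112; in IMQ+SHP099 against IMQ every bar is at 0.

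The study took the genes raised by the cream and lowered by the inhibitor in myeloid cells as response genes. At the adjusted threshold no gene met both conditions in the edgeR fit. At an unadjusted p under 0.05, 36 genes did, and 110 did with the replicate block, for which no simulation was run. For the fit without the block, simulated groups with no change, which share the IMQ libraries between both contrasts as the real groups do, gave 42.25 such genes on average and at most 52 in 20 simulations. The log2 fold changes of the contrasts had a correlation across genes of -0.336, against -0.451 on average in these simulations. Genes are not independent replicates, so no p is given. The simulations drew each gene independently around the same mean in all groups. The real fit of IMQ+SHP099 against IMQ held 166 genes at an unadjusted p under 0.05, against about 550 by chance. The simulated values therefore cannot show whether the observed overlap or correlation is weaker than chance would give.

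The 10 hub genes that the study drew from this overlap were then read in myeloid cells. All 10 were higher in IMQ than in Sham, with log2 fold changes from 0.97 (Ccl2, SE 0.62) to 3.74 (C3, SE 1.04). None passed over all genes (smallest adjusted p = 0.176, Clec4d), 5 had an unadjusted p under 0.05 (9 with the replicate block), and 4 passed when adjusted over the list alone (7 with the block), which is not independent evidence because the study chose the list on these samples. In IMQ+SHP099 against IMQ, 9 of 10 were lower, from -2.05 (Mmp9, SE 1.12) to -0.33 (C3, SE 0.92), and Ccl2 was at 0.01 (SE 0.61). With the block all 10 were lower. None passed over all genes or when adjusted over the list alone, and 0 had an unadjusted p under 0.05. As a list, outside the 14 adjusted tests, camera at the preset correlation gave an unadjusted p of 0.000137 toward lower values (1.3e-05 with the replicate block), fry gave 0.391, and camera at the correlation estimated from the data gave 0.25. The low camera p therefore rests on the preset correlation, and on a list chosen on these samples. Without IMQ+SHP099 replicate 1 only 5 of the 10 were lower, so that library decides the direction for several of them. The shares of the myeloid subsets also differed between the libraries (above), and the hub genes were not read within subsets. Their log2 fold changes therefore do not separate a shift in makeup from a change within cells, in either contrast.

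**Figure D4:**
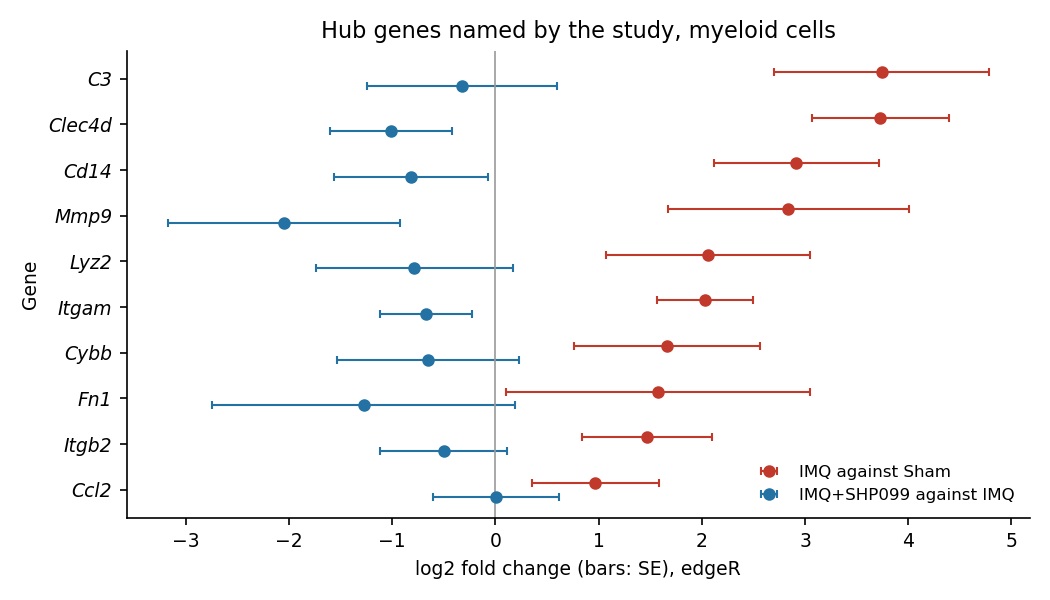
Log2 fold change with its SE (bars) of the 10 hub genes in the sum of myeloid cells, for both contrasts. All 10 lie above 0 in IMQ against Sham, and 9 of 10 lie below 0 in IMQ+SHP099 against IMQ, with 5 of 10 below 0 when IMQ+SHP099 replicate 1 is left out. The sum does not separate a shift in subset makeup from a change within cells.

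The study's inflammation list was raised in IMQ against Sham by the camera test in all cells (median log2 fold change 0.64, 33 of 44 tested genes higher, adjusted p = 0.000839), myeloid cells (0.38, 21 of 32, adjusted p = 0.0143), keratinocytes (0.48, 25 of 39, adjusted p = 0.0162) and fibroblasts (0.40, 19 of 28, adjusted p = 0.0022). It did not pass in endothelial cells (0.09, 11 of 21, adjusted p = 0.369) or lymphocytes (0.22, 19 of 34, adjusted p = 0.145). The NF-kB list was raised in myeloid cells (0.43, 27 of 39, adjusted p = 0.0022). The alternative that moved the median of all cells most was leaving out IMQ replicate 1 (0.29), and the replicate block gave 0.71. Under fry, the calls in myeloid cells (adjusted p = 0.0398), keratinocytes (0.0088) and fibroblasts (0.0067) held, and those in all cells (0.0756) and of the NF-kB list (0.0521) did not. The list in fibroblasts includes S100a8 and S100a9, which do not show expression by fibroblasts (below), and it was not tested without them. With the replicate block, fry lost the call in myeloid cells (adjusted p = 0.0681) and gained that of the NF-kB list (adjusted p = 0.0290). At the correlation estimated from the data, the unadjusted camera p was 0.0839 in all cells, 0.0462 in myeloid cells, 0.0478 in keratinocytes, 0.0292 in fibroblasts and 0.0242 for the NF-kB list, and none of these passes when adjusted over the 14 tests.

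Neither the inflammation list nor the NF-kB list passed in IMQ+SHP099 against IMQ. The camera adjusted p of the inflammation list was 0.154 in all cells (median log2 fold change -0.22), 0.132 in myeloid cells (-0.05), 0.774 in keratinocytes (0.07), 0.470 in fibroblasts (0.07), 0.369 in endothelial cells (0.07) and 0.297 in lymphocytes (-0.31), and that of the NF-kB list was 0.145 (0.19). For the inflammation list, fry gave an adjusted p of 0.0837 in myeloid cells, 0.506 in all cells, 0.305 in fibroblasts and 0.897 in keratinocytes. Each of these pointed toward lower values. Without IMQ replicate 1 the median of the inflammation list in all cells turned from -0.22 to 0.19. Single genes of the inflammation list passed over all genes for IMQ against Sham in keratinocytes (11) and fibroblasts (2, S100a8 and S100a9, named after their values were seen). With the replicate block, 4 passed in all cells (Il12rb2, Il23a, S100a8 and S100a9), 2 in myeloid cells (Il1a and Il4) and 5 in lymphocytes (Il12rb2, Il17f, Il22, S100a8 and S100a9), against 0 in each without it. In lymphocytes of the treated libraries S100a8 stood at 1.92% to 4.58% of its level in all cells, against 1.996% to 4.76% for 4 keratins, the level of background. When adjusted over the list alone, 3 passed in all cells (14 with the block), 4 in myeloid cells, 14 in keratinocytes, 4 in fibroblasts, 4 in endothelial cells and 6 in lymphocytes. In endothelial cells of the treated libraries S100a8 stood at 0.894% to 2.45% of its level in all cells, against 1.02% to 1.88% for 4 keratins. The counts in endothelial cells and lymphocytes may therefore include background. For IMQ+SHP099 against IMQ, 0 passed over all genes, and 2 passed when adjusted over the list alone: Il4 in myeloid cells and Mmp9 in fibroblasts, both named after their values were seen. The background share of Mmp9 in fibroblasts is not given here, so its pass is not read as expression by fibroblasts. In fibroblasts of the 4 treated libraries, S100a8 of this list stood at 0.874% to 1.31% of its level in all cells, no more than 4 keratins (1.36% to 2.09%), so its UMIs there are read as background. S100a9 lay within 3 times of the keratin share, so neither of the 2 genes called in fibroblasts shows expression by fibroblasts.

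The cytokines of the interleukin 23 and 17 axis were read where they were detected. Il23a (ENSMUSG00000025383, chromosome 10, 128296139 to 128298752) stood at 25.05 ± 1.09 CPM in keratinocytes of IMQ and 0.914 ± 0.201 CPM of Sham (n = 2 each; log2 fold change 4.76, SE 0.30, adjusted p = 0.000211). In IMQ+SHP099 keratinocytes it stood at 12.3 ± 0.224 CPM, a log2 fold change of -1.03 against IMQ (SE 0.25, adjusted p = 1). Both IMQ+SHP099 libraries lay below both IMQ libraries. In myeloid cells Il23a changed by 2.88 (SE 1.41) in IMQ against Sham and by 0.46 (SE 1.16) in IMQ+SHP099 against IMQ, with adjusted p = 0.506 and adjusted p = 1. In lymphocytes, the log2 fold change of IMQ against Sham was 4.38 for Il17a (SE 1.12), 4.97 for Il17f (SE 0.99) and 5.85 for Il22 (SE 1.16), each with an adjusted p of 0.404 over all genes. With the replicate block, Il17f (adjusted p = 0.0305) and Il22 (adjusted p = 0.0302) passed. Against IMQ, IMQ+SHP099 lymphocytes differed by -0.21 in Il17a (SE 0.97), -0.37 in Il17f (SE 0.83) and -0.43 in Il22 (SE 0.93). Each of these turned positive without IMQ replicate 1 (1.36, 0.48 and 0.36).

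Ptpn11, which encodes SHP2 (ENSMUSG00000043733, chromosome 5, 121130533 to 121191397), stood at 30.8 ± 14.2 CPM in myeloid cells of Sham, 27.3 ± 2.14 of IMQ and 30.1 ± 10.7 of IMQ+SHP099. Its log2 fold change was -0.21 (SE 0.41, adjusted p = 0.900) for IMQ against Sham and 0.13 (SE 0.42, adjusted p = 1) for IMQ+SHP099 against IMQ, and the sign of each depended on the libraries used. Tlr7, which encodes the receptor of imiquimod (ENSMUSG00000044583, chromosome X, 167304929 to 167330558), stood at 5.64 ± 6.02, 19.7 ± 4.80 and 17.1 ± 19.5 CPM in the same order. Its log2 fold change was 1.56 (SE 0.98, adjusted p = 0.620) and -0.15 (SE 0.95, adjusted p = 1). In macrophage-like cells Tlr7 changed by -0.24 (SE 0.40) in IMQ against Sham, with an adjusted p of 0.748.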

Values the study reported

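The study's text gives 49,543 cells after filtering, and its methods give 16,499 Sham, 17,425 IMQ and 15,669 IMQ+SHP099 cells. It describes 6 major classes split into 25 subpopulations, and 6 clusters of myeloid cells. It mapped 108 genes that were raised in IMQ against both other groups in myeloid cells, and took 10 hub genes from them.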

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

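The test of the share of pericytes or smooth muscle cells against the share of keratinocytes was chosen only after the result was seen. Pericytes or smooth muscle cells are a class that no planned comparison used, and they drew attention because their share was higher in the cream-treated skin than in the untreated controls. They made up 9.67% ± 1.74 of all cells in IMQ (mean ± SD, n = 2) and 2.34% ± 1.47 in Sham, a difference of 7.34 points against a pooled SD of 1.61. Both IMQ libraries (8.45% and 10.9%) lay above both Sham libraries (1.29% and 3.38%), with an exact two-sided permutation p of 0.333, the smallest that 2 libraries against 2 allow. The IMQ+SHP099 libraries lay at 1.47% and 10.9%, so they did not separate from either group.

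A smaller number of keratinocytes in a suspension raises the share of every other class alike. Among the cells that are not keratinocytes, the lower IMQ library still held 2.34 times the share of the higher Sham library (10.2% and 11.9% against 4.24% and 4.36%). Per 100 fibroblasts, the IMQ libraries held 18.3 and 17.9 of these cells and the Sham libraries 9.61 and 8.03. Keratinocyte number alone therefore does not account for the difference. The yield of deeper tissue in the dissociation stays open, because the labels give no measure of it and IMQ+SHP099 replicate 1 (4.09%) lay with Sham while replicate 2 (11.6%) lay with IMQ. A change caused by the cream also stays open, and no test here separates it from the dissociation. With a limit of 5% mitochondrial UMIs the difference was 4.58 points, and both IMQ libraries stayed above both Sham libraries.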

How the results depend on the processing

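The Scrublet threshold, the shares over cells that are not keratinocytes and the myeloid class with mixed sub-clusters kept were chosen only after the result was seen. The other alternatives were planned. In the settings given below that kept both libraries of each group, no called list or named gene changed direction. Some calls were lost. With the replicate block, fry lost the inflammation list in myeloid cells. With only the groups compared, the genes called in fibroblasts for IMQ against Sham fell from 173 to 4. Where a value below changed, the cause was not tested unless one is named.

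The number of cells passing the filters was 46262 with the limit of 5% mitochondrial UMIs, 49606 without Scrublet doublets and 49940 with at least 500 genes per cell, since each removes cells. Of the differences in the shares of planned classes, 97 moved by less than 1 SD between replicates and 3 by more, all over the cells that are not keratinocytes: lymphocytes -5.21 points for IMQ against Sham and 3.36 for IMQ+SHP099 against IMQ, and endothelial cells 0.0628 for IMQ+SHP099 against IMQ. The changed denominator is their cause. Outside this count, the difference of pericytes or smooth muscle cells between IMQ and Sham moved by more than 1 SD, from 7.34 to 4.58 points with the limit of 5% mitochondrial UMIs, and those of erythrocytes and unnamed cells did so in some settings. Leaving out 1 of 2 libraries moves a share by less than 1 SD by construction, and with no p under 0.333 the shares have no call to lose. Neither says anything about stability. With mixed sub-clusters kept, the neutrophil-like shares of IMQ+SHP099 and IMQ overlapped, and 0 genes passed in myeloid cells in each contrast (1307 for IMQ against Sham and 175 for IMQ+SHP099 against IMQ at an unadjusted p under 0.05). With sub-clusters at resolution 1.6, the neutrophil-like shares of IMQ+SHP099 and IMQ overlapped, as did the macrophage-like shares of IMQ and Sham, while the dendritic-like shares of IMQ+SHP099 and IMQ, which overlap at the resolution used, separated.

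Of the gene counts, 71 stayed within 1.5 times of the value reported, 41 rose and 3 fell. Most of the 71 are counts of 0 that stayed at 0, which says little about stability. Counts below are in the order of IMQ against Sham and then IMQ+SHP099 against IMQ where both changed. DESeq2 gave 574 and 3 genes in all cells (460 for IMQ+SHP099 against Sham), 314 and 5 in myeloid cells (200 for IMQ+SHP099 against Sham), 773 and 1 in fibroblasts, and 322 in macrophage-like cells, 119 in endothelial cells and 94 in lymphocytes for IMQ against Sham. In keratinocytes it gave 12 for IMQ+SHP099 against IMQ. It found 1 gene in the overlap of both contrasts. In simulated sums of all cells, 49.5% of its calls were false for IMQ against Sham.

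With no filter on low counts, the counts were 726 and 30 in myeloid cells (498 for IMQ+SHP099 against Sham), 1633 and 13 in macrophage-like cells, 3228 and 118 in keratinocytes, 1440 and 68 in fibroblasts, 730 and 107 in endothelial cells, and 642 and 86 in lymphocytes. In all cells they were 30 for IMQ against Sham and 22 for IMQ+SHP099 against Sham, and the overlap held 11 genes. Genes with very few UMIs enter the test here.

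The replicate block gave 287 genes in all cells, 72 in myeloid cells, 316 in fibroblasts, 49 in endothelial cells and 184 in lymphocytes for IMQ against Sham, and 141 in all cells for IMQ+SHP099 against Sham. It changed no adjusted count for IMQ+SHP099 against IMQ and no camera call. Genes of the inflammation list past the threshold over all genes for IMQ against Sham rose from 0 to 4 in all cells, 2 in myeloid cells, 5 in lymphocytes and 2 in endothelial cells, and from 11 to 18 in keratinocytes. The 2 in endothelial cells were S100a8 and S100a9. In endothelial cells of the treated libraries the share of S100a8 was 0.627 to 1.86 times that of 4 keratins, so it is read as background. The overlap of both contrasts at an unadjusted p under 0.05 rose from 36 to 110 genes. Under fry it changed a pair of calls for IMQ against Sham in myeloid cells: the inflammation list moved from an adjusted p = 0.0398 to an adjusted p = 0.0681, and the NF-kB list from an adjusted p = 0.0521 to an adjusted p = 0.0290.

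Without Scrublet doublets 1 gene passed in myeloid cells and 1 in endothelial cells, for IMQ against Sham. With only the groups compared, 254 passed in myeloid cells, 4 in fibroblasts and 2 in endothelial cells for IMQ against Sham, and 1 in endothelial cells for IMQ+SHP099 against IMQ. Fewer libraries estimate the dispersion in those fits. Classes from marker scores gave 27 in fibroblasts, 5 in endothelial cells and 2 in lymphocytes for IMQ against Sham. DESeq2 size factors in edgeR moved no count beyond 1.5 times.

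All 42 alternatives of the lists that kept both libraries of each group kept the sign of the median and their side of the camera threshold. The direction that camera gives turned in 1 of them, the replicate block for the inflammation list in keratinocytes, IMQ+SHP099 against IMQ, where neither fit is near the threshold (camera p 0.774 and 0.999). For the hub genes, 6 of 6 alternatives kept the number that moved the same way within 1.5 times. Fits that each left out 1 library give no test. Across them, the median log2 fold change of the inflammation list for IMQ against Sham ranged from 0.29 to 0.93 in all cells, 0.38 to 0.70 in myeloid cells, 0.25 to 0.55 in keratinocytes, -0.11 to 0.39 in endothelial cells and 0.12 to 0.92 in lymphocytes. For IMQ+SHP099 against IMQ it ranged from -0.29 to 0.19 in all cells, -0.42 to -0.072 in myeloid cells, 0.0064 to 0.21 in keratinocytes, -0.13 to 0.12 in fibroblasts, -0.15 to 0.20 in endothelial cells and -0.56 to -0.017 in lymphocytes. The median of the NF-kB list ranged from 0.33 to 0.70 and from 0.017 to 0.31. The number of hub genes lower in IMQ+SHP099 than in IMQ ranged from 5 to 10, with 5 when IMQ+SHP099 replicate 1 was left out.

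Across the same fits, the log2 fold change in myeloid cells ranged from -0.58 to 0.42 (IMQ against Sham) and from -0.28 to 0.47 (IMQ+SHP099 against IMQ) for Ptpn11, and from 0.99 to 3.81 and from -2.59 to 0.65 for Tlr7. Of the other single genes, 14 values changed: 4 came past the threshold and 10 moved by more than their error. The 4 were Il17f and Il22 in lymphocytes under DESeq2 and under the replicate block.

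In myeloid cells, the least deep libraries were Sham replicate 1 and IMQ+SHP099 replicate 1. They held 36 and 53 macrophage-like cells, and myeloid sums of 1466489 and 1548447 UMIs, against up to 6893708 in the other libraries.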

Other observations

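The tests of S100a8 in fibroblasts, of S100a8 in macrophage-like cells, of the Langerhans-like share and of Mcpt8 against Sham were chosen only after the result was seen, as was the comparison of keratinocytes of IMQ+SHP099 with Sham.

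Il4 in myeloid cells stood at 4.83 and 4.64 CPM in Sham, 68.7 and 43.2 CPM in IMQ, and 7.16 and 6.67 CPM in IMQ+SHP099. It was singled out after its values were seen. The log2 fold change was 3.56 (SE 0.37) for IMQ against Sham and -3.02 (SE 0.36) for IMQ+SHP099 against IMQ. Adjusted over the list alone, the adjusted p was 0.00153 and 0.00384, and over all genes it was 0.0801 and 1, so neither contrast passed over all genes, while IMQ against Sham passed with the replicate block. All Il4 UMIs of the IMQ myeloid cells (418 and 247) came from mast or basophil-like cells. The share of that subset among myeloid cells is a candidate explanation, but within the subset the lower IMQ library still held 3.18 times the Il4 CPM (not scaled by TMM) of the highest of the other 4 libraries. That test rests on 6 to 52 cells per library. A shift from mast cells to basophils inside the subset may account for a part of the rise over Sham, since the basophil marker Mcpt8 in the lower IMQ library was 29.9 times that of the higher Sham library. For the fall under SHP099, Mcpt8 was detected in 53.8% and 51.7% of the subset in IMQ and in 50% of both IMQ+SHP099 libraries. Within these Mcpt8-positive cells, Il4 in the lower IMQ library was 2.83 times that of the higher IMQ+SHP099 library. The 95% range over resampled cells was 0.544 to 6.65, as the IMQ+SHP099 libraries hold 3 and 5 such cells. A shift from mast cells to basophils thus cannot be told apart from a change per basophil in this contrast. Detection of Mcpt8 also did not mark the Il4 source in every library. Cells without Mcpt8 held more Il4 than those with it in IMQ replicate 2 (3224 against 1981 CPM) and IMQ+SHP099 replicate 1 (1249 against 577). They held less in IMQ replicate 1 (561 against 3713) and IMQ+SHP099 replicate 2 (540 against 699). An effect of the inhibitor on Il4 in the mast or basophil-like cells stays a hypothesis.

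Malat1 and Xist, RNAs that stay in the nucleus, were lower in keratinocytes of IMQ than of Sham, with log2 fold changes of -1.64 (adjusted p = 0.0408) and -1.80 (adjusted p = 0.0135). Neat1, read beside them in the same edgeR fit, changed by -1.03 and did not pass (adjusted p = 0.0645). Keratinocytes of IMQ also held more UMIs per cell, with medians of 35066 and 31887 against 9657 and 15059 in Sham. In CPM not scaled by TMM, the Malat1 change was -1.88. Among keratinocytes of 5000 to 15000 UMIs it was -0.87, so 46.2% was left, and both IMQ libraries stayed below both Sham libraries. UMIs per cell may therefore account for the part that was lost. The window held 77 and 82 keratinocytes of IMQ against 3360 and 811 of Sham, and depth inside it was not matched. The part that was left is thus not shown to be free of depth. Damaged cells in Sham would raise nuclear RNA together with mitochondrial RNA, and among keratinocytes under 2% mitochondrial UMIs the change was -2.12, 112% of the full one, which argues against them. The makeup of the keratinocyte clusters cannot be told apart from a change within them, because only 1 cluster had at least 20 cells in each library of both groups (Malat1 log2 fold change there -0.88).

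In droplet data, free RNA of abundant genes reaches every barcode. In fibroblasts of the 4 treated libraries, S100a8 stood at 0.874% to 1.31% of its level in all cells, and 4 keratins stood at 1.36% to 2.09% of theirs. The highest ratio of these shares was 0.767, so free RNA may account for S100a8 in fibroblasts, and its rise there is not evidence of expression. In macrophage-like cells the lowest ratio was 13.3, which argues against free RNA as the whole source in that subset. Free RNA does not account for most genes called higher in fibroblasts of IMQ either: 4.92% of them, 3 of 61 (S100a8, S100a9 and Krt6b), lay within 3 times of the keratin share.

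Same-numbered libraries of different groups deviated together in the sum of all cells, with a lowest correlation across genes of 0.361. The number of keratinocytes was a candidate source, since keratinocytes were more frequent in replicate 1 of every group. Without keratinocytes the lowest correlation was 0.175, still over 0.1, so it is at most a part of it. A batch shared by same-numbered libraries stays open, as the labels give no dates.

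In myeloid cells, the log2 fold changes of the 2 contrasts stayed opposed when each used a different IMQ library. The correlations across genes were -0.375 and -0.362, against 0.00065 on average in 20 simulations with no change (range -0.0245 to 0.0237). The pattern was not special to myeloid cells: the correlations were -0.268 and -0.406 in all cells, -0.145 and -0.243 in lymphocytes, and -0.140 and -0.0968 in endothelial cells. In keratinocytes (0.0175 and -0.151) and fibroblasts (0.0196 and -0.252) the sign depended on the IMQ library. A shift in the makeup of the myeloid subsets could give this, but in macrophage-like cells alone the higher of the correlations was -0.169, under the limit of -0.1 set for that reading. Makeup in terms of the named subsets is thus not the whole of it, and its part is open, since the size was smaller in macrophage-like cells. That subset joins sub-clusters with C1qc and Pf4 among their top genes and others with Chil3. A shift between them was not tested, so makeup inside the subset stays open. The pattern is consistent with a partial return of IMQ changes under SHP099, and equally with a shared deviation of both IMQ libraries from the other 4, which this design cannot separate. In the edgeR fit, no single gene passed the threshold in IMQ+SHP099 against IMQ in myeloid cells (166 at an unadjusted p under 0.05). DESeq2 gave 5 genes, and edgeR with no filter on low counts gave 30.

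In keratinocytes, IMQ+SHP099 differed from Sham in 1973 genes, 951 higher and 1022 lower. Of the 1909 genes that differed between IMQ and Sham, 1482 (77.6%) were among them in the same direction, and at most 2 genes were shared in 20 simulations with no change. The log2 fold changes of both treated groups against Sham had a correlation across genes of 0.925, where the shared Sham libraries alone gave 0.479 on average.

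The median UMIs per cell were 18263.5 in IMQ+SHP099 replicate 1 and 5645 in replicate 2. Within fibroblasts the ratio of the medians was 1.11 (6248 and 5634), so the makeup of the libraries may account for the gap, given 64.0% and 6.35% keratinocytes. No biological explanation was tested.

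The Langerhans-like share of myeloid cells was 39.6% and 1.80% in Sham and 51.7% and 4.99% in IMQ+SHP099. The libraries with the most keratinocytes, Sham replicate 1 and IMQ+SHP099 replicate 1, had the highest shares. Langerhans cells sit in the epidermis, so the amount of epidermis in the suspension was a candidate explanation, drawn from these same shares. It is not the whole of it, because the number of Langerhans-like cells per 100 keratinocytes still differed within groups. The factor was 1.94 in Sham (1.88 and 0.970), 2.73 in IMQ+SHP099 (1.87 and 5.12) and 1.35 in IMQ (4.67 and 6.30). Counting in the mixed cells with keratinocyte and Langerhans markers, it was 2.34, 2.02 and 1.48 in the same order. In Sham and IMQ+SHP099 these gaps were smaller than those between the shares of myeloid cells, which goes with epidermis as a part. Whether epidermis accounts for a part stays open, and so does the removal of those mixed cells, 257 of which were in Sham replicate 1.

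The study mapped a set of genes raised in IMQ against both other groups in myeloid cells. In the edgeR fit no gene passed the threshold in both contrasts (36 at an unadjusted p under 0.05, and 1 under DESeq2 and 11 with no filter on low counts at the adjusted threshold). The numbers differ by over 1.5 times. The study tested single cells and the present count rests on libraries, so they are not on the same scale, and the cell classes and the normalization differ too. Which of these causes the gap was not tested.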
